A study of Homo sapiens with 12 samples.

How the data were processed

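The deposited data were 1 table of gene-level read counts from RNA sequencing of PC9 cells, a human lung adenocarcinoma line with a mutant EGFR that responds to EGFR inhibitors such as erlotinib. The table held 12 libraries in 4 groups of 3 replicate cultures, and per the labels the cultures of a group came from one starting flask and were then grown apart. The groups were untreated TDP1 wild-type cells (untreated WT), wild-type cells after 7 days in 1 µM erlotinib (drug-tolerant cells, DTC), wild-type cells after 28 days in 1 µM erlotinib (drug-tolerant expanded cells, DTEC), and untreated cells of the TDP1 knockout line KO2 (KO). Per the labels, libraries were made from polyadenylated RNA with the TruSeq Stranded mRNA kit, sequenced as 101 bp pairs on a NovaSeq instrument, and assigned to 1 batch. The labels name no aligner, counting tool, genome build, annotation release or filter.

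The deposited values were expected counts, meaning estimated read counts per gene without any scaling to depth. Among the 15935 genes with a mean of at least 10, 71.4% of the values were whole numbers. The other values carried decimals, as arises when reads that fit more than one feature are shared out among them. The table had 62754 Ensembl gene identifiers and 0 columns of other samples. A symbol was found for 62700 identifiers (99.9%), and 58261 (92.8%) were present in GENCODE 29, from which coordinates on GRCh38, gene types, gene spans, exon lengths and GC contents were taken. The annotation that the authors counted against is unknown, so coordinates describe the GENCODE 29 gene of the same identifier.

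Totals per library ran from 25572691 to 38373679 estimated counts. A gene with 3 counts or fewer in every library of a group was treated as being at the counting floor, and 3 counts corresponded to 0.0824 to 0.115 CPM, the count scaled to a common library total, in the 12 libraries. Folds against such a group are given as lower bounds computed against that floor. Floors and bounds cover counting error only, because the reads carried no molecular identifiers.

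Values were rounded to whole counts and analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were kept by filterByExpr with the groups as its argument, which left 17115 genes holding 99.891% of the counts in the library where that share was lowest. All 12 libraries were fitted together with TMM scaling, 1 mean per group, robust dispersion estimates and quasi-likelihood F tests. P-values were adjusted over the 17115 genes by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. A second count required a fold change of at least 2 as well. Fold changes are on the log2 scale, SE is the standard error of the log2 fold change, and ± marks the standard deviation (SD) over 3 libraries. CPM values use the TMM-scaled totals.

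Genes were named by a fixed rule. For each comparison the rule took the 4 rising and 4 falling genes with the largest absolute log2 fold change among those called at 2-fold, with a mean of at least 10 CPM over the compared libraries, a gene symbol, and no overlap between the 3 libraries of one group and the 3 of the other. TDP1, TOP1, TDP2 and EGFR were named in every comparison, and 2 members were named per gene list, those with the largest absolute change among the called members. The 8 gene lists, with 160 members in total, were written from general knowledge. They cover repair of TOP1 cleavage complexes, MAPK output, proliferation, interferon response, YAP-TEAD targets, p53 targets, mesenchymal genes and the APOBEC3 family. Each list was tested in each comparison with limma's camera on log2 CPM (prior count 2, inter-gene correlation 0.01), with Benjamini-Hochberg adjustment over the 32 tests. List members were also counted with p-values adjusted over the list alone.

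The fold changes of KO were correlated with those of DTC and DTEC across the tested genes. Both contrasts use the untreated WT libraries, so the correlation was set against 100 simulated data sets in which KO had the untreated WT means, and was also computed with different untreated WT libraries for each contrast in all 6 ways. The correlation without untreated WT replicate 1 was set against 100 further simulated data sets without that library. For the shares of KO calls with the direction of DTC or DTEC, KO was also called against 2 untreated WT libraries and the direction taken against the other 1, in 3 ways, which was added after the data had been seen. Shares of DTC calls that were kept or reversed in DTEC were set against 10 simulated data sets of each kind. The slope of log2 expression against log10 gene span was computed per library relative to the untreated WT mean, and groups were compared by a two-sided exact permutation test. With 3 libraries against 3 the smallest p such a test can give is 0.1. A scan for shifted chromosomal segments was added after the data had been seen. It took the median log2 fold change, after removal of each library's GC trend, in windows of 25 neighbouring expressed protein-coding genes, and compared the windows with 1000 shuffles of the gene order. For chromosome 18 in KO it was repeated without removal of the GC trend.

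The procedures were tested on simulated counts drawn with the untreated WT means in all libraries and the dispersions and totals of the real ones. Changes were added in KO alone, so scaling and error rates under changes as wide as those in DTC and DTEC were not tested. For the segment scan, shuffled KO fold changes were used in place of simulated counts. With 200 changed genes among 17115, 64% of the changed genes were called and 4.48% of the calls were unchanged genes. A simulated list raised by 0.5 received an adjusted p of 4.68e-14 and was the 1 list test past the threshold. A simulated GC trend led to calls among 0.822% of unchanged genes before the GC correction and 0.0473% after it. A length slope of 0.3 was recovered as 0.3 over genes with a mean log2 CPM above 1. The slopes reported below had no such limit, so recovery with genes of low expression included was not tested. In the segment scan 100% of 60 lowered genes among 11435 were found, together with 23 neighbouring genes outside the lowered stretch.

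The alternatives tried were DESeq2 size factors, total counts alone and the upper quartile in place of TMM, no count filter, a mean of at least 10 counts, the DESeq2 1.42.0 Wald test, edgeR's glmTreat against a 1.5-fold change, a fit of the compared libraries alone, a replicate term, omission of each replicate in turn, Spearman correlation, genes with a mean of at least 10 CPM, summed exon length, a prior count of 0.5, an estimated inter-gene correlation, and fry. Removal of the GC trend (loess, span 0.5), omission of TDP1 from its list and omission of the shifted segments were added after the data had been seen. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Read sequences, transcript isoforms, sequence variants and cleavage complexes themselves were not analysed here, because the table holds gene totals.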

Results

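The transcriptomes of PC9 cells were measured by sequencing of polyadenylated RNA in 12 libraries, 3 for each of 4 groups. PC9 is a lung adenocarcinoma cell line that depends on mutant EGFR, and erlotinib is a small-molecule inhibitor of the EGFR kinase. Wild-type cells were sampled untreated, after 7 days in 1 µM erlotinib (DTC) and after 28 days in the same dose (DTEC). A TDP1 knockout line (KO) was sampled untreated. TDP1 is the enzyme that removes topoisomerase I (TOP1) trapped on DNA in TOP1 cleavage complexes, which are the subject named in the study's title. The labels placed all 12 libraries in 1 batch, so no comparison within batches other than the pooled one could be made.

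The libraries held 32664521 to 38219562 estimated counts in untreated WT, 25734578 to 29572251 in DTC, 25572691 to 36054069 in DTEC and 29959579 to 38373679 in KO. Genes with at least 1 count numbered 21252 ± 284 (SD, n = 3) in untreated WT, 24027 ± 518 in DTC, 21870 ± 466 in DTEC and 21285 ± 486 in KO. Mitochondrial genes took 2.60% ± 0.147 of the counts in untreated WT, 5.02% ± 0.519 in DTC, 2.04% ± 0.296 in DTEC and 2.72% ± 0.112 in KO. For both measures the difference between DTC and untreated WT had a two-sided exact permutation p of 0.1, the smallest that 3 libraries against 3 can give. The first principal component of log2 CPM held 59.2% of the variance and the second 17.7%.

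**Figure D1:**
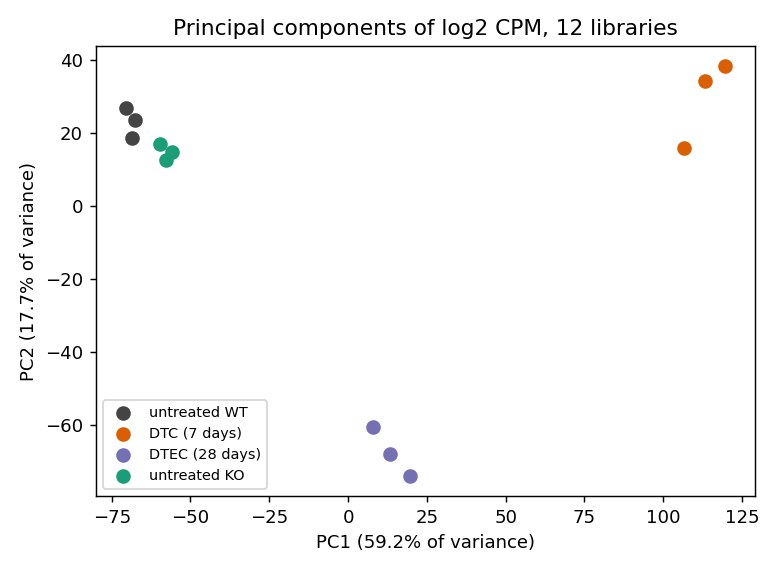
Principal components of log2 CPM for the 12 libraries, with the first component (59.2% of the variance) on the horizontal axis and the second (17.7%) on the vertical axis, 1 point per library and 1 colour per group. The 3 DTC libraries lie at the far end of the first component from untreated WT, DTEC is separated from both along the second, and KO lies beside untreated WT.

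The genotype label was examined first, through TDP1 (ENSG00000042088, chromosome 14, 89954939 to 90044768, GRCh38). TDP1 was at 26.3 ± 1.60 CPM (SD, n = 3) in untreated WT and at 10.8 ± 0.647 CPM in KO, which is 41% of the untreated WT level. The log2 fold change was -1.29 (SE 0.110, edgeR quasi-likelihood adjusted p 1.3e-05), and all 3 KO libraries were below all 3 untreated WT libraries. Across all alternatives tried the value stayed between -1.32 and -1.22, with adjusted p from 1.18e-22 to 0.000263. The table gives gene totals, so the part of the gene from which the remaining reads came is not known. In DTC, TDP1 was at 13.96 ± 1.56 CPM, 53% of untreated WT (log2 fold change -0.92, SE 0.108, adjusted p 3.56e-06). In DTEC it was at 26.6 ± 1.54 CPM, within the spread of untreated WT (log2 fold change 0.02, adjusted p 0.905), and the sign of that value changed when untreated WT replicate 2 (-0.00513) or DTEC replicate 1 (-0.00997) was left out.

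The TOP1 gene itself (ENSG00000198900, chromosome 20, 41028818 to 41124487, GRCh38) fell from 314 ± 10.8 CPM in untreated WT to 80.2 ± 21.6 CPM in DTC, or 25.5% (log2 fold change -1.97, SE 0.154, adjusted p 5.33e-08). In DTEC it was at 237 ± 26.1 CPM, or 75.4% (-0.41, SE 0.148, adjusted p 0.032), with all 3 DTEC libraries below all 3 untreated WT libraries. That DTEC call rested on the scaling and on single libraries. The adjusted p was 0.187 with total counts alone and 0.093 with the upper quartile. It lay between 0.0704 and 0.116 without untreated WT replicate 1, 2 or 3 or DTEC replicate 2 or 3, and its range over all alternatives was 0.00351 to 0.187. In KO, TOP1 was at 281 ± 11.5 CPM (-0.16, adjusted p 0.649). Of the 12 deposited TOP1 values, 6 were whole numbers, so part of its reads may have been shared with other features.

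TDP2 (ENSG00000111802, chromosome 6, 24649977 to 24667033, GRCh38), which removes trapped topoisomerase II, was at 86.1 ± 7.67 CPM in untreated WT, 108 ± 15.6 in DTC, 88.4 ± 12.1 in DTEC and 77.5 ± 1.52 in KO. Its change in DTC (0.33, adjusted p 0.0285) was not called when the compared libraries were fitted alone (0.0548) or without DTC replicate 2 (0.0524) or untreated WT replicate 2 (0.0826), and its adjusted p over all alternatives ran from 0.000222 to 0.0826. EGFR (ENSG00000146648, chromosome 7, 55019021 to 55211628, GRCh38) was at 1501 ± 73.7 CPM in untreated WT, 612 ± 225 in DTC (-1.29, SE 0.192, adjusted p 3.94e-05), 1019 ± 134 in DTEC (-0.56, SE 0.190, adjusted p 0.0236) and 1156 ± 43.8 in KO (-0.38, adjusted p 0.344). The DTEC call for EGFR was lost with total counts alone (0.099), with the upper quartile (0.0545), and without untreated WT replicate 2 (0.07), untreated WT replicate 3 (0.0689) or DTEC replicate 3 (0.0927). Over all alternatives its adjusted p ran from 0.000399 to 0.099. EGFR in KO was called when the KO and untreated WT libraries were fitted alone (-0.35, adjusted p 0.00103, against a range of 0.00103 to 0.636 over all alternatives).

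**Figure D2:**
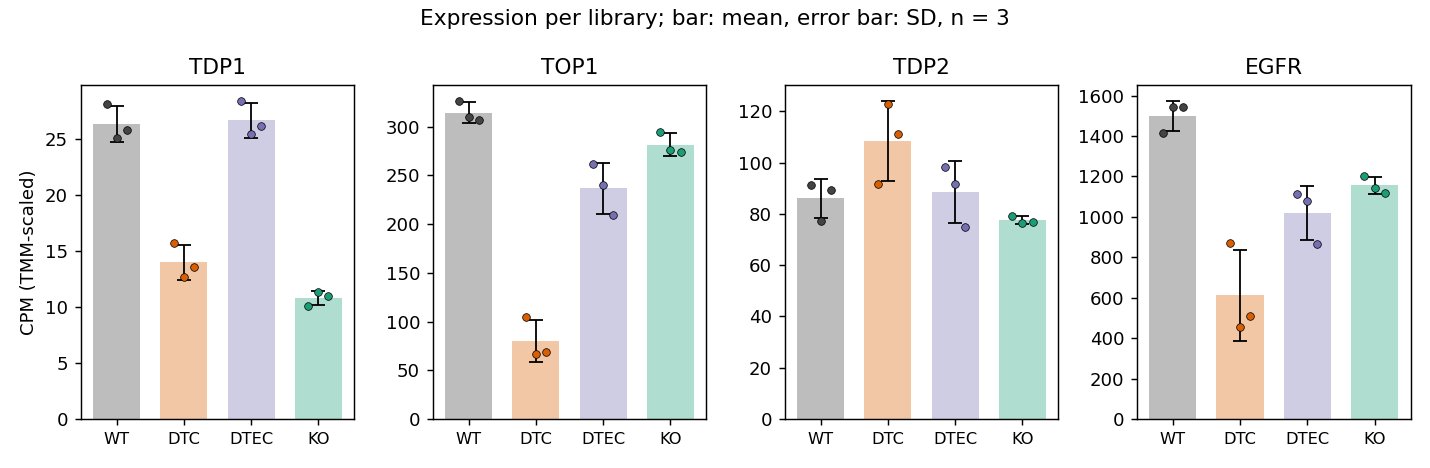
TDP1, TOP1, TDP2 and EGFR in CPM with TMM-scaled totals (vertical axes, from 0), with 1 point per library, bars at the group mean and error bars of 1 SD (n = 3). TDP1 averaged 26.3 CPM in untreated WT, 13.96 in DTC, 26.6 in DTEC and 10.8 in KO, and TOP1 was lowest in DTC at 80.2 CPM.

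The comparison of DTC with untreated WT asks what differed after 7 days of EGFR inhibition. In all comparisons the p-values rest on the spread among cultures of a group, which came from the same starting flask. They leave out variation between independent derivations, and a difference in origin or handling between groups cannot be told apart from treatment or genotype. Of 17115 genes tested, 11520 were called, 5818 higher and 5702 lower in DTC. At 2-fold or more, 3819 were higher and 2371 lower. Over all alternatives the count ran from 10640, with the compared libraries fitted alone, to 12323. Scaling by total counts alone moved the median of all genes by 0.35 on the log2 scale and the share of calls that were higher from 50.5% to 68.4%. The upper quartile moved the median by 0.29 and the share to 65.0%, and GC correction moved the median by 0.23 and the share to 60.5%. At 2-fold, total counts alone gave 5083 higher and 1201 lower. Directions of change are therefore relative to the TMM reference.

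The 4 rising genes of the naming rule were UBD, SERPINB2, TMEM265 and VTN. UBD (ENSG00000213886, chromosome 6, 29555515 to 29559925, GRCh38) had no counts in untreated WT and 166 ± 54.9 CPM (SD, n = 3) in DTC, at least 1800-fold higher. SERPINB2 was at least 430-fold higher, at 39.8 ± 6.53 CPM, and TMEM265 at least 327-fold higher, at 30.2 ± 18.01 CPM with 10.1 CPM in DTC replicate 1 and 44.9 and 35.6 in the others. For TMEM265, 7 of the 12 deposited values were whole. Its rounded counts were 0 in all untreated WT and KO libraries and in DTEC replicate 3. The whole values may therefore all be zeros, and every non-zero value may carry decimals. VTN rose from 0.103 ± 0.0635 to 54.2 ± 8.89 CPM (log2 fold change 8.996, adjusted p 3.26e-11). The 4 falling genes were MUC5B (-6.66, adjusted p 6.64e-09), NTSR1 (-5.62, 1.56e-10), DUSP6 (-5.04, 1.05e-11) and SPRY4 (-4.97, 2.78e-11). DUSP6 (ENSG00000139318, chromosome 12, 89347232 to 89353271, GRCh38), a feedback phosphatase of the MAPK pathway, fell from 85.7 ± 1.78 to 2.62 ± 0.644 CPM.

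The comparison of DTEC with untreated WT asks what differed once cells had been in drug for 28 days. It gave 8955 calls, 4449 higher and 4506 lower, with 7766 to 9500 over all alternatives. At 2-fold, 2259 were higher and 1147 lower. Total counts alone moved the median of all genes by 0.17 and the share of calls that were higher from 49.7% to 63.7%, with 2791 higher and 716 lower at 2-fold. The upper quartile moved the median by 0.11. The rising genes named by the rule were CP, DEPP1, VTCN1 and BCAS1. CP (ENSG00000047457, chromosome 3, 149162410 to 149222055, GRCh38) rose from 0.505 ± 0.116 to 119 ± 21.1 CPM (log2 fold change 7.85, SE 0.239, adjusted p 4.33e-11), and 9 of its 12 deposited values were whole. DEPP1 rose by 6.61, VTCN1 by 6.57 and BCAS1 by 6.24, with adjusted p of 5.02e-12, 3.78e-08 and 6.56e-10. The falling genes were GAL (-3.90, adjusted p 1.48e-08), KRT6A (-3.74, 1.15e-09), FABP5 (-3.67, 6.34e-08) and KRT6B (-3.00, 2.1e-10). None of the 12 deposited values of KRT6A or KRT6B was whole, and 2 of the 12 were for FABP5. Reads of these genes may therefore have been shared out among similar genes.

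DTEC and DTC were compared directly to ask how far the state at 28 days departed from that at 7 days. There were 9480 calls, 4923 higher and 4557 lower in DTEC, with 7856 to 10610 over all alternatives. At 2-fold, 1386 were higher and 2447 lower. Total counts alone moved the median of all genes by -0.19 and the share of calls that were higher from 51.9% to 37.4%, with 951 higher and 3072 lower at 2-fold. The upper quartile moved the median by -0.17 and the share to 38.7%, and GC correction moved the median by -0.14. The rising genes of the rule were MUC5B (from 0.251 ± 0.124 to 217 ± 63.3 CPM, log2 fold change 9.71), DMBT1 (8.56), CP (7.65) and ADCY5 (6.02), with adjusted p from 3.6e-11 for CP to 4.18e-09 for DMBT1. The falling genes were SERPINB2 (at least 414-fold lower in DTEC), TMEM265 (-8.61), UBD (-8.17) and C15orf48 (-6.25), the last from 24.4 ± 13.1 to 0.325 ± 0.233 CPM. TDP1 (0.93, adjusted p 6.31e-06), TOP1 (1.56, adjusted p 1.17e-06) and EGFR (0.73, adjusted p 0.00482) were higher in DTEC than in DTC. TDP2 was not called (-0.30, adjusted p 0.0576), but it was called in 6 of 9 alternative settings and without DTC replicate 1 (0.00257) or DTEC replicate 1 (0.0252), with adjusted p from 0.00257 to 0.134 over all alternatives.

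Of the 6190 genes called at 2-fold in DTC, 3841 (62.1%) were also called in the same direction in DTEC. In the direct comparison 4246 (68.6%) moved back, and 2292 (37.0%) did both, being partly reversed. Genes that had fallen were kept more often (71.7% of 2371) than genes that had risen (56.0% of 3819). They were also called as moving back more often (76.2% against 63.9%). These differences between fallen and risen genes were not tested. In simulated data with DTEC set to the untreated WT means the share called in the same direction averaged 0%, and with DTEC set to the DTC means the share moving back averaged 0.00159%. With no count filter the shares were 55.8% and 62.8%, the lowest values among the alternative settings.

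The comparison of KO with untreated WT asks what differed in the TDP1 knockout line without drug. It gave 738 calls (4.31% of the tested genes), 473 higher and 265 lower in KO, of which 165 and 58 reached 2-fold. This count moved with the settings more than the others did. It was 2656 (1397 higher, 1259 lower) when the 6 KO and untreated WT libraries were fitted alone, and 707 of the 738 genes were among them. The common biological coefficient of variation was 14.6% in the fit of all 12 libraries and 8.24% in the fit of those 6. Leaving out single libraries gave 321 (without untreated WT replicate 1) to 426 (without untreated WT replicate 2) calls. With total counts alone the share of calls that were higher rose from 64.1% to 78.8%, while the median of all genes moved by 0.069.

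The rising genes in KO were DMBT1, RARRES1, GPC4 and S100A8. DMBT1 (ENSG00000187908, chromosome 10, 122560665 to 122643736, GRCh38) rose from 3.50 ± 0.410 to 33.8 ± 0.718 CPM (log2 fold change 3.27, SE 0.278, adjusted p 2.27e-05). RARRES1 (ENSG00000118849, chromosome 3, 158696892 to 158732696, GRCh38) rose from 29.1 ± 2.26 to 161 ± 2.07 CPM (2.47, SE 0.126, adjusted p 2.14e-07). GPC4 rose by 2.03 and S100A8 by 1.92, with adjusted p of 1.71e-06 and 0.000578. The falling genes were EMB (-1.62, adjusted p 5.43e-05), AXL (-1.31, adjusted p 1e-05), TDP1 and AKR1C1 (-1.18, adjusted p 4.67e-05). None of the 12 deposited values of EMB or AKR1C1 was whole, and 4 of the 12 were for AXL. Adjusted p-values of these 8 genes stayed under 0.05 in every alternative tried, the highest being 0.00515 for S100A8.

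Whether the knockout moved untreated cells along the drug-tolerant axis was examined by correlating fold changes across the 17115 tested genes, which are not independent replicates. KO and DTC fold changes had Pearson r 0.321 and Spearman rho 0.304, and KO and DTEC had r 0.416 and rho 0.374. These contrasts share the untreated WT libraries. In 100 simulated data sets with KO at the untreated WT means, r averaged 0.14 (maximum 0.169) with DTC and 0.19 (maximum 0.225) with DTEC. Genes were drawn independently of each other in the simulations, so their maxima leave out deviations that genes share within a library. With different untreated WT libraries for each contrast, r averaged 0.217 (0.170 to 0.256 over 6 ways) with DTC and 0.23 (0.175 to 0.277) with DTEC, against maxima of 0.1 and 0.093 in 30 simulated data sets treated the same way. Leaving out single libraries gave 0.241 (without KO replicate 3) to 0.406 (without untreated WT replicate 3) with DTC and 0.344 to 0.498 with DTEC, for the same replicates. KO fold changes had r -0.036 with those of DTEC against DTC, a pair of contrasts without a common library.

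Of the 738 genes called in KO, 75.1% changed in the same direction in DTC and 84.4% in DTEC, where the proportions of rising and falling genes alone would give 50.5% and 50.3%. When KO was called against 2 untreated WT libraries and the direction of the treated group taken against the other 1, 331 to 436 genes were called. Of these 72.0% to 75.5% had the direction of DTC and 78.9% to 88.5% that of DTEC, over 3 ways, where the proportions alone would give 50.2% to 50.8%. For DTC, 627 of the genes were called in both comparisons and 491 (78.3%) had the same direction. For DTEC these numbers were 586 and 532 (90.8%). The counts called in both share the untreated WT libraries and were not set against simulated data. Of the 8 genes named by the rule in KO, 5 had the direction of DTC, 3 that of DTEC and 1, RARRES1, that of both. In DTC the log2 fold changes were opposite for DMBT1 (-4.38), S100A8 (-0.75) and EMB (0.20), of which EMB was not called (adjusted p 0.255). In DTEC they were opposite for EMB (0.52), AKR1C1 (0.62), AXL (0.09), TDP1 (0.02) and GPC4 (-0.11). Of these, AXL, TDP1 and GPC4 were not called in DTEC (adjusted p 0.509, 0.905 and 0.519), so their signs are uncertain.

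**Figure D3:**
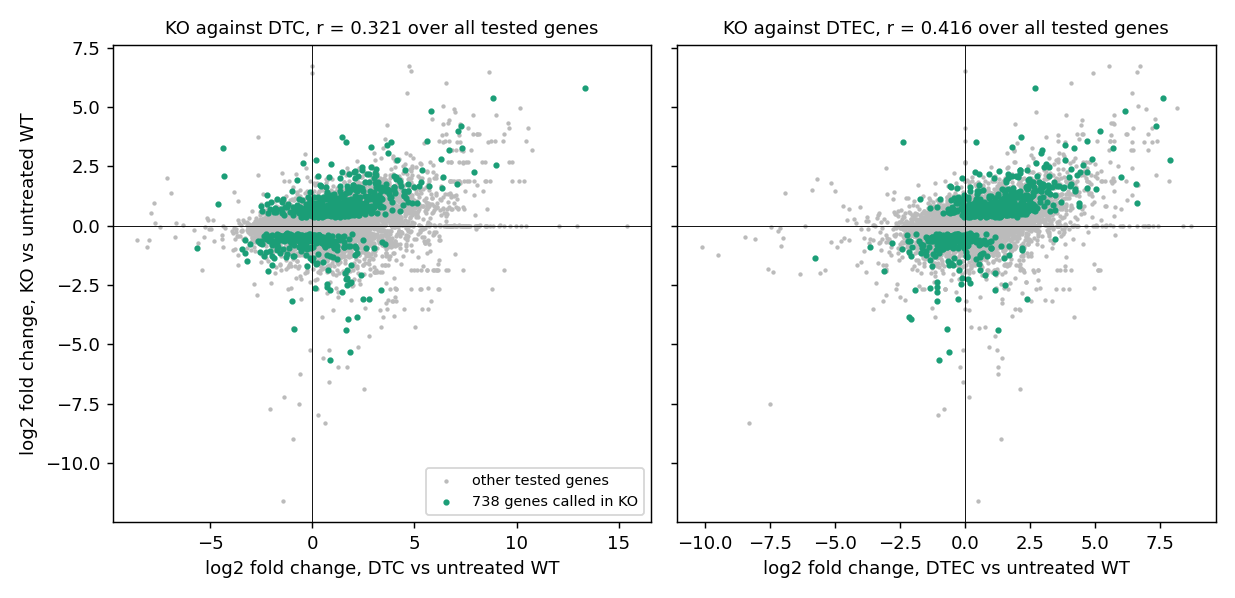
Log2 fold change of KO against untreated WT (vertical axis) over that of DTC (left) or DTEC (right) against untreated WT (horizontal axes), 1 point per tested gene, with the 738 genes called in KO in green. Pearson r was 0.321 with DTC and 0.416 with DTEC, and 75.1% and 84.4% of the green points lie in the quadrants of equal sign.

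The 8 gene lists, fixed in advance, gave 12 of 32 tests with a camera adjusted p under 0.05. Fry gave 27 including those 12. Camera asks whether a list changed more than the other genes, and fry whether it changed at all, so the counts answer different questions. Ranges of list p-values over all alternatives include fry, which gave the lowest adjusted p for several lists. An estimated inter-gene correlation gave 9 of the 12, without MAPK output in DTC (0.0902), proliferation in DTEC against DTC (0.157) and TOP1 cleavage complex repair in KO (0.0997). In DTC the interferon response list rose by a median log2 fold change of 3.09 (camera adjusted p 2.01e-10), or 2.93 with 5 genes set to their bound. Of its 30 tested genes 29 were higher, and 27 were called higher over all genes as well as adjusted over the list alone. The mesenchymal list rose by 2.17 (adjusted p 0.0023, 14 of 18 genes called higher by either adjustment). The proliferation list had a median of -1.78 (adjusted p 1.28e-12), with 31 of 31 genes lower and 30 called by either adjustment. MAPK output had a median of -2.36 (adjusted p 0.000139, 8 of 10 called lower by either adjustment). All 3 DTC libraries showed the direction of each of these 4 lists.

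In DTEC the proliferation list had a median of -0.95 (adjusted p 1.28e-12, 31 of 31 called lower by either adjustment) and the interferon list rose by 1.17 (adjusted p 0.000223, 19 of 30 called higher by either adjustment), or 1.08 with genes at the floor set to their bound. From DTC to DTEC, MAPK output rose by 2.26 (adjusted p 6.57e-06) and proliferation by 0.84 (adjusted p 8.09e-06), while interferon genes moved by -1.73 (adjusted p 3.65e-10) and mesenchymal genes by -1.44 (adjusted p 0.000235). Called in those directions were 9 of 10, 24 of 31, 26 of 30 and 13 of 18 genes, and adjusted over the list alone 9, 24, 26 and 14.

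In KO the interferon list rose by 0.18 (adjusted p 0.0141, 21 of 30 genes higher, 3 called by either adjustment), in 3 of 3 libraries. Of the 30 genes, 5 were at the counting floor in both groups, and among the other 25 the median was 0.18 and 18 were higher. The test includes all 30, and its adjusted p stayed between 0.000385 and 0.0496 over all alternatives. The list for TOP1 cleavage complex repair had a median of -0.11 in KO (adjusted p 0.0493, 15 of 18 genes lower). Of its members TDP1 was the 1 gene called by either adjustment, and without TDP1 the adjusted p was 0.195. This test was lost in 9 of 12 alternative settings and in 10 of 12 fits that left out a library, with adjusted p from 0.000131 to 0.195.

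The other 20 tests did not pass. TOP1 cleavage complex repair had medians of -0.25 in DTC (adjusted p 0.0683), -0.19 in DTEC (0.178) and 0.15 from DTC to DTEC (0.313). With total counts alone or the upper quartile the DTC median was 0.106 or 0.039 and the DTEC against DTC median -0.0387 or -0.0249. Without a filter the list passed in DTC (-0.26, adjusted p 0.00437, with 1.08e-07 to 0.218 over all alternatives). YAP-TEAD targets had medians of 0.75, 0.15, -0.078 and -0.027 in DTC, DTEC, DTEC against DTC and KO, and p53 targets 0.24, -0.19, -0.15 and -0.012. APOBEC3 genes had medians of 0.14, 1.42, 1.28 and 0.16. Without untreated WT replicate 2 or 3 the APOBEC3 median in DTC was -0.012 or -0.044, and without DTC replicate 1 the YAP-TEAD median from DTC to DTEC was 0.186. MAPK output was at -0.065 in DTEC, turning to 0.103 with total counts alone, and at -0.09 in KO. Proliferation was at -0.028 in KO, where total counts alone gave 0.0414. Mesenchymal genes were at 0.62 in DTEC and 0.24 in KO (0.58 and 0.205 without 1 gene at the counting floor in both groups). Their KO median ran from 0.0362 to 0.351 over all alternatives. In DTEC they passed without a filter (adjusted p 0.0482, with 2.62e-06 to 0.198 over all alternatives). The smallest of these adjusted p-values was 0.0674, for APOBEC3 in DTEC. Without a filter it was 0.0101, without untreated WT replicate 1 0.0266 and without KO replicate 2 0.037, and over all alternatives it ran from 5.46e-06 to 0.232.

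**Figure D4:**
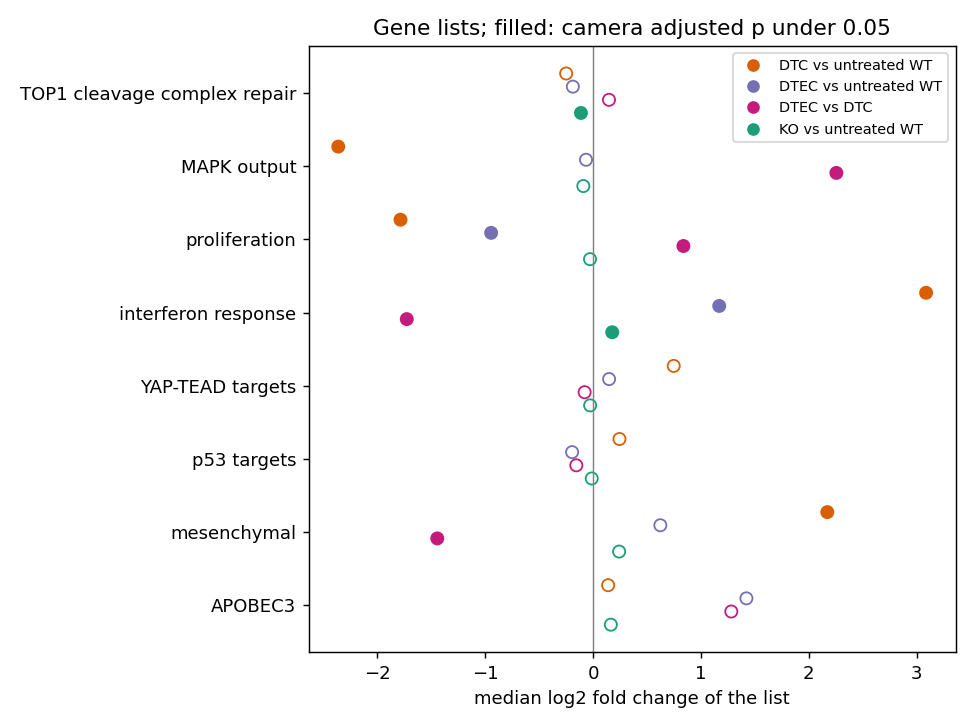
Median log2 fold change of each gene list (horizontal axis) in the 4 comparisons, 1 colour per comparison, with filled points for a camera adjusted p under 0.05. In DTC the interferon list lies at 3.09, the mesenchymal list at 2.17, proliferation at -1.78 and MAPK output at -2.36, and the 2 filled KO points lie at 0.18 and -0.11.

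The named list members give examples. In the TOP1 list, LIG3 fell to 17.01 ± 2.64 CPM in DTC from 49.6 ± 1.97 (-1.54, adjusted p 2.13e-08), although none of its 12 deposited values was whole. In the proliferation list PLK1 (-3.36) and CDC20 (-2.87) fell in DTC, with adjusted p of 4.49e-11 and 3.5e-10. In the interferon list IFI27 was at least 33.3-fold and OAS2 at least 44.4-fold higher in DTC, both from groups at the counting floor. Among YAP-TEAD targets ANKRD1 rose from 3.04 ± 0.303 to 164 ± 8.62 CPM in DTC (5.75, adjusted p 1.69e-09) and CCN2 from 0.177 ± 0.166 to 7.35 ± 0.284 CPM (5.30, adjusted p 2.4e-07). The p53 targets CDKN1A (-3.36, adjusted p 9.53e-11) and TP53I3 (-3.08, adjusted p 1.34e-10) were lower in DTEC than in DTC, at 5.69 ± 0.672 and 6.58 ± 0.444 CPM against 58.3 ± 2.33 and 55.8 ± 2.74. FN1 rose from 95.3 ± 5.89 to 8868 ± 3744 CPM in DTC (6.54, adjusted p 2.41e-10), with 13169 CPM in DTC replicate 1 against 6343 and 7091 in the others. POSTN was at least 9.95-fold and APOBEC3A at least 14.3-fold higher in DTC, the latter with no whole value among 12. APOBEC3H was higher in DTEC than in DTC (2.60, adjusted p 2.85e-05), at 2.92 ± 0.0243 against 0.472 ± 0.220 CPM.

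Trapped TOP1 is known to impede transcription of long genes, so the slope of expression on gene span was measured over 16419 genes with a known span. Per 10-fold of gene span, log2 expression changed by -0.128 ± 0.177 (SD, n = 3) in DTC, 0.0732 ± 0.0756 in DTEC and -0.00914 ± 0.0178 in KO, against an SD of 0.0172 among the untreated WT libraries. Two-sided exact permutation p-values were 0.4, 0.3 and 0.7, and 0.6, 0.6 and 0.7 after Benjamini-Hochberg adjustment over the 3 comparisons, where 0.1 was the smallest raw p possible, so the test could not have passed 0.05 and leaves open whether slopes differ. By replicate the slopes were 0.0725, -0.260 and -0.197 in DTC, 0.133, 0.0979 and -0.0116 in DTEC, and 0.0108, -0.0150 and -0.0232 in KO. Without 1 library the slope ran from -0.229 (without DTC replicate 1) to -0.0625 (without DTC replicate 2) in DTC, from 0.0431 to 0.116 in DTEC and from -0.0191 to -0.00206 in KO. With summed exon length in place of gene span the KO slope was 0.0216, of the opposite sign, and the DTC slope was -0.412, with DTC replicate 1 apart from the others at 0.00869 against -0.683 and -0.561.

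The fold changes were also scanned along the chromosomes, a step chosen after the data had been seen. For KO, 11 runs of windows passed the limits of the shuffled gene orders (-0.17 and 0.22), 8 lower and 3 higher. The run on chromosome 18 from 23.7 to 80.1 Mb (GRCh38) held 106 genes with a median log2 fold change of -0.27. Relative to genes outside the shifted runs, the median shift of this segment was -0.29, -0.27 and -0.27 in the 3 KO libraries. It lay between -0.069 and 0.024 in the 9 wild-type libraries. A run on chromosome 11 from 75.8 to 123 Mb held 164 genes with a median of -0.23. Together the 11 segments held 944 of the tested genes (5.52%) and 101 of the 265 genes called lower in KO (38.1%), though the segments were chosen on the same values. With the p-values adjusted over the genes outside them alone, 559 genes were called in KO. The same scan gave 1 run in DTC, 3 in DTEC and 3 in DTEC against DTC. Of the DTEC runs, 1 on chromosome 6 from 18.2 to 26.5 Mb was higher in DTEC (0.73) and, with the same ends, in KO (0.18). Another, on chromosome 2 from 8.85 to 18.6 Mb, lay inside a run from 0.0388 to 19.9 Mb in KO, with medians of -0.20 in both. The limits were applied to windows and not to whole runs, and for DTEC they were -0.61 and 0.78. The medians of these DTEC runs lay inside those limits, that on chromosome 2 far inside over its 27 genes. The equal medians on chromosome 2 therefore do not show the same shift in DTEC and KO. The DTEC and KO contrasts share the untreated WT libraries.

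**Figure D5:**
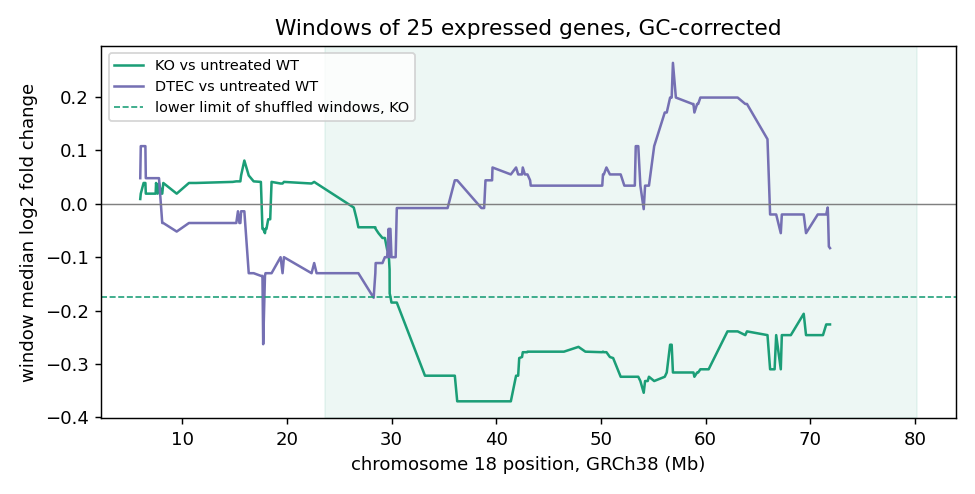
Median log2 fold change after GC correction in windows of 25 expressed genes (vertical axis) along chromosome 18 (horizontal axis, Mb, GRCh38), for KO and DTEC against untreated WT, with the lower limit of the shuffled KO windows dashed and the segment from 23.7 to 80.1 Mb shaded. The KO line stays near 0 before the segment and falls to -0.37 inside it.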

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

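The contrast of DTEC with DTC and the fits that left out a library were set before the data were examined. Removal of the GC trend was chosen after the data had been seen. The items themselves were picked after the differences between DTC and DTEC had been seen. The items below drew attention because the effect of erlotinib against the same untreated WT libraries differed between 7 and 28 days. Each difference was tested directly, as the contrast of DTEC with DTC in the edgeR or camera fit. The 4 lists and the 31 genes given here are those past the adjusted threshold, among 8 lists and 33 genes examined.

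MAPK output was higher in DTEC than in DTC by a median log2 fold change of 2.26 and proliferation by 0.84, while the interferon response list was at -1.73 and the mesenchymal list at -1.44. A GC trend between libraries as the whole source was argued against by its removal, after which 4 of the 4 lists were still past the threshold. The difference of DTC replicate 1 from its companions was argued against in the same way, since 4 of the 4 lists passed without it. The proliferation difference is the less secure one, because an estimated inter-gene correlation raised its adjusted p to 0.157 (5.48e-10 to 0.157 over its alternatives). What stays open is a difference in cell density or harvest time that ran along with the treatment time, and growth of a subset of cells during the 28 days. The table holds no measure of either, and neither was tested. A change with time in drug itself stays among the open explanations, as a hypothesis from these data.

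Among the 31 genes, 14 were higher in DTEC than in DTC. On the log2 scale MUC5B was higher by 9.71, CP by 7.65, DUSP6 by 5.55, NTSR1 by 4.57, SPRY4 by 3.93, APOBEC3H by 2.60, PLK1 by 1.85, DEPP1 by 1.73, TOP1 by 1.56, CDC20 by 1.42, BCAS1 by 1.27, LIG3 by 0.99, TDP1 by 0.93 and EGFR by 0.73. The other 17 were lower. SERPINB2 was at least 414-fold, IFI27 at least 32-fold and POSTN at least 9.56-fold lower, with DTEC at the counting floor. The log2 fold changes were -8.61 for TMEM265, -8.17 for UBD, -4.46 for VTN, -4.10 for APOBEC3A, -4.00 for OAS2, -3.36 for CDKN1A, -3.36 for FN1, -3.08 for TP53I3, -2.88 for KRT6A, -2.57 for ANKRD1, -1.95 for FABP5, -1.64 for KRT6B, -1.38 for GAL and -1.02 for CCN2.

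For these genes a GC trend between libraries was argued against by its removal, after which 31 of the 31 genes were past the threshold, and 31 of the 31 passed without DTC replicate 1. CDKN1A, TP53I3 and APOBEC3H were named for their change between DTEC and DTC itself, so for these 3 genes the test restates the choice. Many others were chosen for a large change from untreated WT in DTC or DTEC, which favours a difference between the treated groups. Reads shared with similar genes remain open for KRT6A, KRT6B, LIG3 and APOBEC3A, which had no whole value among 12. They remain open too for FABP5, which had 2, and for TMEM265, whose whole values may all be zeros. In part they remain open for FN1, TOP1 and CP. Gene totals cannot show where shared reads belong.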

How the results depend on the processing

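The comparisons, the gene lists, the naming rule and the alternatives were set before the data were examined, except for the tests with GC correction, omission of TDP1 from its list, omission of the shifted segments and separate untreated WT libraries for the same-direction shares, which were chosen after seeing the data. TDP1 in KO and the counts of calls in DTC, in DTEC and between them kept their direction or stayed within 1.5 times of the reported count under every alternative tried.

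The 738 calls in KO became 1147 without a filter, 1154 with the DESeq2 Wald test (733 of the 738 genes among them, and 669 genes without an adjusted p) and 2656 with the compared libraries alone. The 6 fits without 1 library gave 321 to 426. The 223 calls at 2-fold became 419 without a filter and 70 with glmTreat, which tests a fold itself, and 148 (without untreated WT replicate 1) to 169 when a library was left out. The larger count for the compared libraries alone goes with their lower coefficient of variation, 8.24% against 14.6% for all 12, and the smaller counts with fewer libraries. For the other changes in this part the cause was not tested.

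The correlation of KO with DTC became 0.355 without a filter, 0.354 for genes with at least 10 CPM, 0.217 with separate untreated WT libraries and 0.241 to 0.406 without 1 library. That of KO with DTEC became 0.374 as a Spearman rho, 0.230 with separate untreated WT libraries and 0.344 to 0.498 without 1 library. Separate libraries remove the noise of single shared control libraries, though not a deviation common to all of them. They also leave 1 or 2 untreated WT libraries per contrast, and these effects on r were not told apart. The shares of KO calls with the direction of DTC and DTEC became 74.3% and 84.1% with separate untreated WT libraries. The share of DTC calls kept in DTEC became 55.8% without a filter and 54.7% (without DTEC replicate 1) to 63.6% without 1 library, and the share moving back 62.8% and 62.3% (without DTEC replicate 3) to 71.0%. Fry, which asks whether a list changed at all and not whether it changed more than other genes, put 27 list tests past the threshold against 12 with camera. Length slopes became -0.412 (DTC) and 0.0216 (KO) with summed exon length and -0.0476 (DTC), 0.184 (DTEC) and -0.00221 (KO) for genes with at least 10 CPM.

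The KO length slope, which has no threshold here, thus changed sign. Among the 11 results for named genes and lists that changed direction the largest absolute value was 0.186 and the smallest adjusted p 0.176, so none was past the threshold when reversed. With total counts alone, TOP1 cleavage complex repair turned to 0.106 in DTC and -0.0387 in DTEC against DTC, MAPK output to 0.103 in DTEC, and in KO proliferation to 0.0414, YAP-TEAD targets to 0.0417 and p53 targets to 0.0568. With the upper quartile, TOP1 cleavage complex repair turned to 0.039 in DTC and -0.0249 in DTEC against DTC, MAPK output to 0.0501 in DTEC and p53 targets to 0.0108 in KO. With GC correction, MAPK output turned to 0.0323 in DTEC, and in KO proliferation to 0.00346, YAP-TEAD targets to 0.0296 and p53 targets to 0.044. In KO, p53 targets also turned to 0.0119 without a filter, 0.0105 with a mean of 10 counts and 0.0118 with the compared libraries alone, which moved YAP-TEAD targets to 0.0368.

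When 1 library was left out, reversals occurred within these ranges. In DTEC, TDP1 ran from -0.00997 (without DTEC replicate 1) to 0.0853 and TDP2 from -0.0281 (without DTEC replicate 1) to 0.137, and without untreated WT replicate 2 they were -0.00513 and -0.025. APOBEC3 ran from -0.044 (without untreated WT replicate 3) to 0.651 (without untreated WT replicate 1) in DTC, with -0.012 without untreated WT replicate 2, and from -0.0138 (without untreated WT replicate 2) to 0.223 in KO. In DTEC against DTC, TOP1 cleavage complex repair ran from -0.00882 (without DTEC replicate 3) to 0.247 and YAP-TEAD targets from -0.268 to 0.186 (without DTC replicate 1). In KO, proliferation ran from -0.0241 to 0.014 (without untreated WT replicate 1) and was 0.0019 without KO replicate 1. YAP-TEAD targets ran from -0.0184 to 0.0519 (without untreated WT replicate 3) and were positive without any 1 of the 6 KO and untreated WT libraries. The p53 targets ran from -0.0414 to 0.0487 (without KO replicate 1) and were positive without untreated WT replicate 1 (0.0304) or DTEC replicate 1 (0.00968), 2 (0.00975) or 3 (0.00959).

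Of 899 refits of 60 results for named genes, 871 kept direction and side of the threshold, 15 were weaker, 9 stronger and 4 reversed, and 53 results never changed. Of 768 refits of 32 list results, 691 kept both, 21 were weaker, 20 stronger and 36 reversed, and 10 results never changed. The replicate number was not taken as a pairing, because it names cultures that were grown apart. Deviations of libraries with the same replicate number correlated at -0.013 to 0.179, and only the lowest value was negative. A weak effect shared by libraries of the same replicate number is therefore not ruled out. A replicate term gave 11775, 9255, 9732 and 887 calls in DTC, DTEC, DTEC against DTC and KO, more than without it in each comparison. The correlations with it were 0.318 and 0.411. Depth limits the genes at the counting floor, whose folds are known as lower bounds.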

Other observations

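The scan along the chromosomes, the test of sequencing depth and the simulation without untreated WT replicate 1 were chosen after the results they address had been seen. So were the GC and copy number tests on chromosome 18 and the count of knockout lines. For the KO correlations, removal of the GC trend and omission of the shifted segments were also chosen after the data had been seen. The other tests here were set before their outcome was known.

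Other splits of the 6 libraries of each comparison into 3 and 3 were fitted in the same way. For genes changed, 1 of the 10 splits, the real one, gave as many calls in DTC, in DTEC, in DTEC against DTC and in KO, and the same held at 2-fold. The largest count of another split was 1 gene. For gene lists adjusted within a comparison, 2 of the 10 splits in DTC, 7 in DTEC, 5 in DTEC against DTC and 3 in KO gave as many lists past the threshold. These list counts do not mark off the real split, and a split that mixes 2 libraries of one group with 1 of the other keeps part of the difference between groups. For the correlation with the treated groups, computed against the mean of the KO and untreated WT libraries, 1 of the 10 splits gave as large an absolute r with DTC (0.163, against 0.115 at most in another split) and 1 of the 10 with DTEC (0.200 against 0.180). With 10 splits no share can fall under 0.1.

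Fold changes of KO followed those of DTC and DTEC. Noise of single shared control libraries was argued against as the whole source. With different untreated WT libraries for each contrast, r was 0.217 with DTC and 0.230 with DTEC over the 6 ways, above the simulated maxima of 0.1 and 0.093. All simulated maxima given here come from genes drawn independently, so they leave out deviations that genes share within a library. A deviation common to all untreated WT cultures, which came from the same starting flask, would stay in both contrasts. It was not tested and stays open. A GC trend between libraries was argued against by r of 0.325 and 0.432 after its removal. Untreated WT replicate 1 was argued against by r of 0.378 and 0.479 in the refit without it. The values set against the simulation without that library were 0.373 and 0.476. They lay above the simulated maxima with 2 shared control libraries, 0.276 and 0.324. The shifted chromosomal segments were argued against by r of 0.315 and 0.42 over the genes outside them. A clonal difference of the KO line, arising when the line was made and passed through its own cultures, cannot be told apart from the loss of TDP1, because the number of knockout lines in the data is 1. An effect of TDP1 loss in the direction of the drug-treated states stays open beside it. It would hold for most called genes and not for each of the largest changes. Of the 8 genes named by the rule in KO, DMBT1 and S100A8 were called in the opposite direction in DTC. EMB and AKR1C1 were called in the opposite direction in DTEC. The other opposite signs belonged to changes that were not called. Another knockout line or restored TDP1 would be needed to separate an effect of TDP1 loss from clonal difference.

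Genes on chromosome 18 from 23.7 to 80.1 Mb (GRCh38) were lower in KO. Because the scan used values after GC correction, it was repeated without the correction, which found a run from 23.5 to 80.1 Mb with a median log2 fold change of -0.31 relative to genes outside the shifted runs. A GC trend as the whole source was argued against by that run's median of -0.28 after the correction, below the limit of -0.17. Untreated WT replicate 1 was argued against by a median of -0.31 without it, and chance in the gene order by 0 of 1000 shuffles with a window as low. A loss of a copy of this region in the KO line, or a gain in the parental cells that the KO line lacks, is a candidate explanation. It cannot be told apart from another regional change in KO, because the genes were chosen for being lower in KO and gene totals carry no direct measure of copy number. The segment's median was 0.0071 in DTEC and -0.065 in DTC, and its absence from DTEC is expected of any change of the KO line. In KO the median was -0.34 in the more highly expressed genes and -0.20 in the less expressed ones, where a copy number difference would give about the same size in both. That difference was not tested. The shift is smaller than loss of a copy from a diploid region in all cells would give, so more copies or a loss in part of the cells would have to be assumed. The 33 genes called lower inside this segment could thus reflect the line and not TDP1. For the other segments of KO this was not examined, and those on chromosomes 2 and 6 overlapped runs of the same direction in wild-type DTEC. The contrast of DTEC with DTC, which has no library in common with that of KO, also had overlapping runs. On chromosome 3 its run was lower (-0.66), as in KO. On chromosome 8 its run was higher (0.58), where KO was lower.

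More genes were detected in DTC than in untreated WT, although DTC had the lower totals. Sequencing depth was argued against by a draw to equal depth, which left 23812 ± 345 (SD, n = 3) genes in DTC and 20535 ± 139 in untreated WT, a difference of 3277. Genomic DNA in the DTC libraries would raise silent genes such as those of olfactory receptors. Of 389 such genes 49 ± 8 were detected in DTC and 30.7 ± 0.577 in untreated WT, a ratio of 1.6 against 1.16 for all genes, 1.34 for long noncoding and antisense genes and 1.22 for pseudogenes. Their reads at equal depth were 1110 ± 97 in DTC and 939 ± 93.2 in untreated WT, a ratio of 1.18. The ratio of reads was 1.69 for long noncoding and antisense genes, 1.2 for pseudogenes and 0.986 for protein-coding genes. Genomic DNA and a broader transcription in DTC cannot be told apart here, because the olfactory receptor counts are few. The number of olfactory receptor genes detected differs by more than its spread, while their reads show no large excess.

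DTC replicate 1 stood apart from the other DTC libraries. The chi-square per gene between replicates was 127 for replicates 1 and 2, 79.1 for 1 and 3, and 18.6 for 2 and 3. In untreated WT these values ran from 5.54 to 27.4, in DTEC from 12.9 to 53.1 and in KO from 3.84 to 6.69. Untreated WT replicate 1 also stood apart, with 27.4 and 19.0 against 5.54 for replicates 2 and 3. The slope of log2 expression per 10 points of GC content was -0.171 in DTC replicate 1. It was 0.0011 and 0.043 in DTC replicates 2 and 3. Replicate 1 had the lowest GC slope in each group. The slope of log2 expression on summed exon length was 0.00869 in DTC replicate 1 and -0.683 and -0.561 in the others. No biological explanation was tested for this, since the labels give the 3 cultures the same treatment.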
